A study of Mus musculus with 12 samples.

How the data were processed

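Promoter Capture-C joins the ends of cross-linked, DpnII-digested chromatin by ligation and enriches the ligation products of chosen promoters with oligonucleotide probes, so that sequencing shows which distal fragments a promoter touched. The series holds 12 mouse samples. Fetal liver HSCs (haematopoietic stem cells, sorted by surface markers at embryonic day 14.5) gave 4 libraries, and bone marrow HSCs of mice aged 6 to 8 weeks gave 4. Each population has 2 libraries in each of 2 batches, per the labels. The remaining 4 samples, wild-type and TCF3-knockout cells of the HPC7 line (a mouse blood stem and progenitor line, passages 13 to 20), were not analysed here.

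The deposited table lists 89545 significant contacts, each between a captured promoter fragment and a distal bin of 2 kb. Per the labels' protocols, capture followed the SureSelect XT2 scheme and libraries were read as paired ends on an Illumina HiSeq. The aligner, the read filters and the treatment of duplicate reads are stated neither in the labels nor in the table's header. The authors named the caller LiMACC. The genome build is not named, and promoter coordinates are printed as the deposited table gives them. They did not match GRCm38, since the last promoter fragment on chromosome 1 ends at 196766085, past the last GRCm38 gene there. Only 186 of 3421 promoters (5.44%) lay within 5 kb of an end of the GRCm38 gene of that name. The GRCm38 gene list was therefore used for names alone. After removal of the suffixes that number alternative promoters, 3348 of 3374 names matched it, 302 of them through a synonym.

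The authors deposited a score per contact and population that behaves as the −log10 of a p-value or adjusted p-value. It is 0 where the contact was not called. The smallest score above 0 was 1.3 in the first batch (p of 0.05) and 2.0 in the second batch (p of 0.01), so the batches were called at different stringency. The largest finite score was 314.85, and 217 fetal and 183 adult scores were infinite. The authors deposited a whole-number count per contact and population, with no replicate columns. Whether a count sums or averages the 2 libraries of a batch is not stated. FPKM values per promoter in each population, deposited by the authors, and 0 or 1 annotations of distal bins for promoter, enhancer and open-chromatin (ATAC) states, also deposited by the authors, describe other assays of the same populations. How they were made is not stated. A mark of differential expression between the populations was taken from the authors' deposited table. Every column of values could be assigned to a population, leaving 0 unassigned.

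A promoter entry is a captured fragment within a batch. A contact was called in a population when its score was above 0, and was fetal-specific, adult-specific or shared. The batches captured nearly separate promoter sets and were analysed apart. Distance ran from the middle of the promoter fragment to the middle of the distal bin, for contacts within a chromosome. Overlap of the populations required the same promoter and the same bin. As a background for overlap, each contact of the other population was reflected to the opposite side of its promoter at equal distance. The test planned before the data were examined, a quasi-likelihood count test per contact over 8 libraries, needs values per library and was not run, and the planned HPC7 comparison was not run, as every column of values used here belongs to fetal or adult HSCs. No p-value across contacts is given, and a single p-value, from an exact exchange of populations, is given across the promoters captured in both batches, since neither contacts nor promoters are replicates. Shares carry exact Clopper-Pearson 95% intervals, which cover counting error only and are too narrow where neighbouring bins are called together. Intervals of differences of medians come from 1000 bootstrap draws of promoters. Odds ratios within promoters or distance classes are Mantel-Haenszel values with intervals from 1000 such draws. Shuffles, 10000 per result unless stated, describe these lists and do not measure variation between animals. Ratios of calls or of counts are log2 values after adding 1 to each side, and expression ratios use log2(FPKM + 1), which understates changes of weakly expressed genes.

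The named promoters follow a rule fixed before the data were examined. It takes the 5 promoters with the largest log2 ratio of calls in each direction among those with at least 20 calls in total, the 3 with the most calls in each population, and fixed lists of regulators tied to fetal HSCs, to adult HSCs or to both. Not every promoter that the rule selects is reported here. A list's median was placed among 10000 random lists matched on batch and on total calls. Alternatives comprised a stricter score (2.3 and 3.0 in the respective batches, a p 10 times smaller), distance limits, merging of called bins up to 5 kb apart, tolerances of 5 and 20 kb for overlap, lists of equal size, and windows of 2 and 5 kb around captured fragments. The planned windows around annotated transcription starts were centred on the captured fragments instead, as no annotation of the same build was used here.

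Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for plots. The procedures were tested on simulated contacts placed at the real promoters. With 40% of contacts made shared, 39.8% (first batch, 1952 promoters) and 40.2% (second batch, 1829 promoters) of all simulated contacts were classed as shared. This follows from the construction and checks the classification only. A simulated odds ratio of 2 between enhancer state and contact class was recovered as 2.01 and 2.22. In 100 simulations per batch with no association, 7 in each batch had under 5% of their 200 shuffles as large. Simulated bins and marks were drawn independently, so this does not cover dependence between neighbouring bins. A 1.2-fold longer reach of fetal-specific contacts was recovered as 1.18 and 1.20.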

Results

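Contacts of selected promoters were compared between fetal liver and adult bone marrow HSCs of the mouse, which the series' design gives as its purpose. Each population had 4 Capture-C libraries, 2 in each of 2 batches, but the deposited values are pooled per population and batch. No value below therefore has a replicate error, and no difference could be set against the spread between libraries. The first batch held 1952 promoters and the second 1829, with only 19 captured fragments in both. Promoter fragments had a median length of 717 bp. Counts over the listed contacts came to 1312829 in fetal and 1098957 in adult cells in the first batch, and to 2368080 and 2135161 in the second. These totals cover called contacts only and are not library depths. A called contact rested on a median of 11 counts in either population in the first batch, against 30 fetal and 29 adult counts in the second. Since the second batch was deeper per contact and called at a stricter score, each result is given per batch.

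The number of contacts differed little between the populations. In the first batch 32260 contacts were called in fetal and 30529 in adult cells, a ratio of 1.06. The second batch gave 28076 and 26202, a ratio of 1.07. The ratio of the first batch did not keep its direction, falling to 0.974 at a p 10 times smaller. The median promoter had 11 fetal and 10 adult calls in the first batch, with maxima of 122 and 100, and 10 and 9 calls in the second, with maxima of 96 and 82. Calls per promoter ranked alike in the populations, with Spearman's rho of 0.903 and 0.922 across promoters, which are not independent replicates. Among promoters with unequal numbers, 938 had more fetal and 822 more adult calls in the first batch (53.3% fetal, 95% interval 50.9 to 55.6), and 917 against 697 in the second (56.8%, 54.4 to 59.2). The share changed direction at the stricter score in the first batch, to 45.2%, and rose to 65.4% in the second batch when neighbouring bins were merged. Lists of equal size, which bring the share near 50% by construction, gave 47.3% and 48.9%.

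The overlap of the populations measured how far the contact maps were shared. In the first batch 12845 contacts were called in both, which is 39.8% of fetal calls (39.3 to 40.4) and 42.1% of adult calls (41.5 to 42.6). In the second batch 14677 were called in both, 52.3% of fetal (51.7 to 52.9) and 56.0% of adult calls (55.4 to 56.6). Reflecting the other population's contacts across the promoter left an overlap of 5.11% and 5.38% in the first batch, and 11.4% and 12.2% in the second. The definition of a match moved the overlap most. Distal bins within 20 kb of each other counted as shared raised it to between 81.2% (fetal, first batch) and 91.9% (adult, second batch). The reflected overlap was taken for exact matches only. A wider match also admits more coincident bins, so the shares at 20 kb have no background to be set against. Shared contacts scored higher than specific ones in every list. The median fetal score was 2.68 for shared and 1.85 for fetal-specific contacts in the first batch, and 4.20 against 2.70 in the second. The median adult score was 2.97 against 1.88, and 4.27 against 2.72. Between 60.7% and 71.4% of the specific contacts of a list lay within 1 score unit of its calling threshold, compared with 26.9% to 39.8% of the shared contacts. Specific contacts also had counts in the population where they were not called. Fetal-specific contacts had a median of 9 fetal and 4 adult counts in the first batch, and 25 and 14 in the second. Adult-specific contacts had 10 adult and 5 fetal counts, and 26 and 20.

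Contacts called in fetal cells lay farther from their promoters than those called in adult cells. The median distance within a chromosome was 178 kb in fetal and 153 kb in adult cells in the first batch, a difference of 24.3 kb (bootstrap over promoters, 22.0 to 27.0). In the second batch the medians were 102 and 77.7 kb, a difference of 24.1 kb (22.7 to 25.8). Restricting both lists to contacts over 150 kb, an alternative chosen after seeing the data, moved the difference most, to 2.34 kb in the first and 4.18 kb in the second batch. Among promoters with at least 5 contacts in each population, the fetal median was longer at 853 of 1272 promoters in the first batch and at 955 of 1129 in the second. The median difference per promoter was smaller, at 8.56 and 12.0 kb. Fetal-specific contacts had median distances of 204 and 119 kb, adult-specific contacts 162 and 64.0 kb, and shared contacts 145 and 86.4 kb in the first and second batch. Adult-specific contacts were the more numerous at short range. Between 20 and 60 kb, 1597 contacts were adult-specific and 701 fetal-specific in the first batch, and 5241 against 969 in the second. Over the listed contacts of that range, fetal counts were 1.31 and 1.07 times the adult counts. Without contacts of at least 1000 counts the first of these fell to 1.07 as well. In the second batch 31.8% (30.5 to 33.1) of its adult-specific contacts had a fetal count at least as high as the adult count, a share that was 4.70% (4.18 to 5.25) beyond 60 kb.

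**Figure D1:**
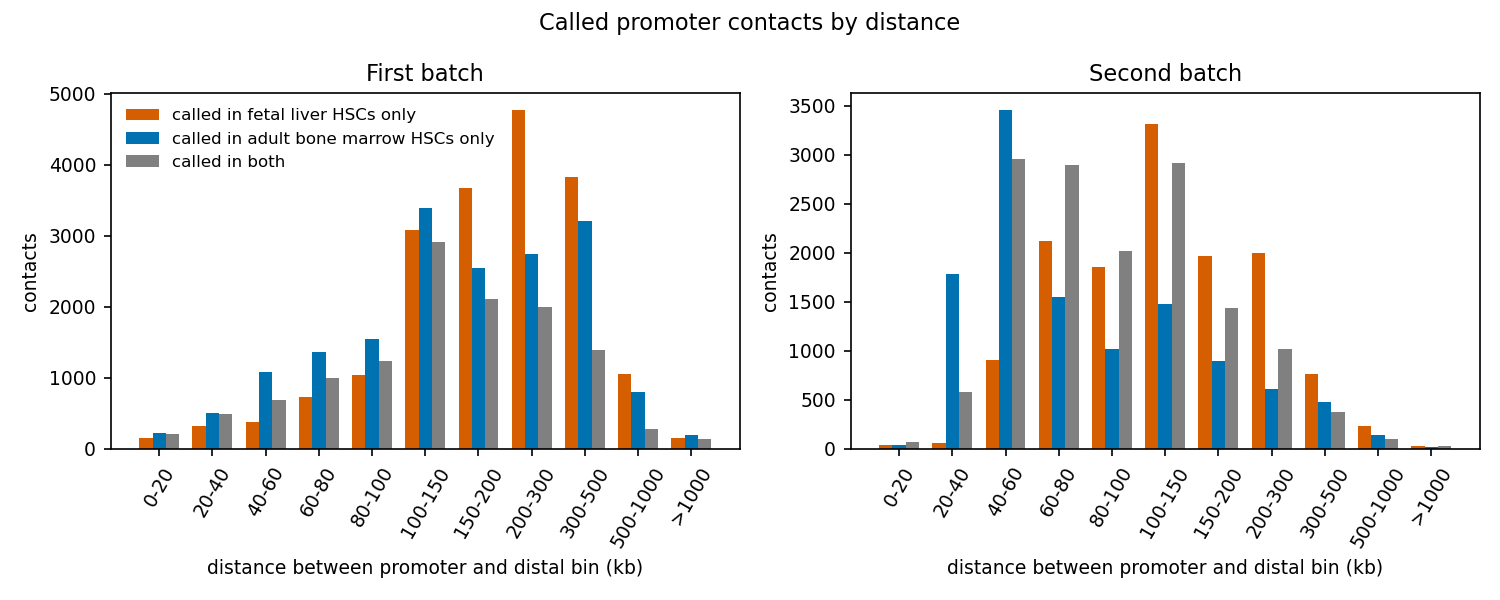
Number of called contacts (y axis) by distance between promoter and distal bin in kb (x axis), for contacts called in fetal HSCs only, in adult HSCs only or in both, in each batch. Distance classes differ in width. At 40 to 60 kb in the second batch 3454 contacts were adult-specific and 912 fetal-specific, and from 60 kb on fetal-specific contacts are the more numerous in each class of that batch.

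The annotation of the distal bins addressed which elements the promoters met. A captured promoter fragment lay in the distal bin of 5.50% of fetal calls (5.25 to 5.75) and 7.00% of adult calls (6.71 to 7.29) in the first batch. In the second batch the shares were 7.58% (7.27 to 7.89) and 8.09% (7.76 to 8.43), so the counting intervals overlapped there. A window of 5 kb raised all of them, to between 8.92% (fetal, first batch) and 12.1% (adult, second batch). Bins marked as active promoters in the calling population took 15.6% of fetal and 18.3% of adult calls in the first batch, and 18.2% and 20.3% in the second. Active enhancers took 12.7% and 13.1%, then 12.9% and 13.7%. Open chromatin took 53.0% and 54.6%, then 56.7% and 57.2%. Where the enhancer mark differed between the populations, the class of specific contacts went with it. Of specific contacts at bins active in fetal cells only, 54.9% (52.3 to 57.4) were fetal-specific in the first batch and 59.6% (56.3 to 62.7) in the second. At bins active in adult cells only the shares were 43.4% (40.6 to 46.4) and 40.2% (36.8 to 43.6). Bins active in neither population gave 53.1% and 54.7%, so the share at bins active in fetal cells only exceeded that level beyond counting error in the second batch alone, and bins active in both gave 45.9% and 46.4%. The odds ratio was 1.58 in the first and 2.19 in the second batch. None of 10000 shuffles of class within promoters was as large in either batch, with largest values of 1.47 and 1.69. Shuffles treat neighbouring bins as independent, which they are not. Compared only within promoters (Mantel-Haenszel), with intervals from a bootstrap of promoters, the odds ratio was 1.48 (1.16 to 1.87) and 1.64 (1.22 to 2.20). Other marks in place of the active enhancer lowered the odds ratio pooled over promoters, to 1.14 and 1.34 for open chromatin, 1.03 and 1.06 for active promoters, and 0.946 and 1.28 for primed enhancers.

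**Figure D2:**
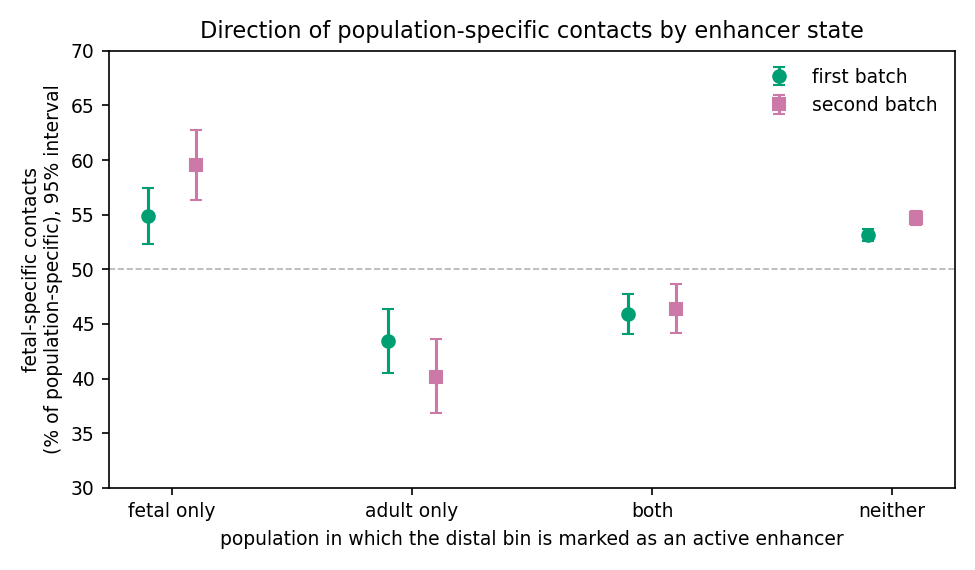
Share of population-specific contacts that were fetal-specific (y axis, %) by the population in which the distal bin is marked as an active enhancer (x axis), with points per batch and exact 95% intervals that cover counting error only. Bins active in fetal cells only lie at 54.9% and 59.6%, and bins active in adult cells only at 43.4% and 40.2%. The y axis does not start at 0, and the dashed line marks 50%.

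The promoters with the largest fetal excess of calls were Spic (chromosome 10, 88147595 to 88148038, 20 fetal and 2 adult calls, log2 ratio 2.81), Marco (chromosome 1, 122400034 to 122401717, 18 and 2 calls, 2.66), Ptpla (38 and 9 calls, 1.96), Zfp423 (57 and 14 calls, 1.95) and 2610019F03Rik (18 and 4 calls, 1.93). Expression was higher in fetal cells for 4 of these 5, with Marco at 7.99 FPKM in fetal and 0.00996 FPKM in adult cells, while Zfp423 was listed at 0 FPKM in both. The largest adult excess was at Pabpc4 (chromosome 4, 122959228 to 122960996, 3 fetal and 19 adult calls, log2 ratio -2.32), H2-Q7 (chromosome 17, 35575860 to 35576214, 10 and 36 calls, -1.75), Fgf3 (5 and 16 calls, -1.50), H2-T22 (8 and 24 calls, -1.47) and Racgap1 (5 and 15 calls, -1.42). Expression was higher in adult cells for 3 of these 5, at H2-Q7 (0.0969 FPKM in fetal and 46.0 in adult cells), Fgf3 (0.356 and 3.33) and H2-T22 (4.39 and 17.4). It was higher in fetal cells at Pabpc4 (73.2 and 34.9) and Racgap1 (28.8 and 15.4). H2-Q7 and H2-T22 belong to a gene family with similar members, and how reads shared between copies were assigned is not stated. Zbtb8os had the most calls in both populations (122 fetal, 100 adult), and the promoters with the most calls also included an alternative Sfi1 promoter in fetal cells (100) and Pisd-ps2 (94) and Mcam (92) in adult cells.

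The fixed regulators were compared as lists. All 8 genes tied to fetal HSCs were captured, with 10 promoters and 123 fetal against 93 adult calls. Of these promoters 7 had more fetal calls and 2 more adult calls. The list's median log2 ratio of calls was 0.79, at percentile 99.8 of the random lists. Taking 1 promoter per gene lowered it to 0.50, at percentile 93.6, within 95% of the random lists. Lin28b had 3 fetal and 0 adult calls, Igf2bp1 and Igf2bp2 each had 4 and 1, and another Igf2 promoter had 60 and 45, whereas Hmga2 had 5 in each and Arid3a 10 and 13. Of the 6 genes tied to adult HSCs, 5 were among the captured promoters (Nr4a1 was not), with 8 promoters, 160 fetal and 159 adult calls and a median of -0.03, at percentile 32.8. The list of regulators of both had 24 promoters of 15 genes, of which 15 had more adult and 6 more fetal calls. Its median was -0.24, at percentile 4.65, within 95% of the random lists. Taking 1 promoter per gene gave -0.19 at percentile 10.3 for this list, and -0.14 at percentile 19.4 for the adult list. Gata2 had 30 calls in each population, the Runx1 promoter with the most calls 44 fetal and 38 adult, and an alternative Lmo2 promoter 4 and 12.

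Expression of the promoters' genes was set against contact numbers for promoters marked as differentially expressed in the authors' deposited table, 693 in the first batch and all 1829 in the second. Across promoters, the log2 ratio of FPKM and that of calls had a Spearman's rho of 0.005 in the first batch, where 8865 of 10000 shuffles were as large, and of 0.07 in the second, where 29 were. Among the 1259 promoters of the first batch not so marked, rho was 0.05 and 733 shuffles were as large. At promoters marked as differentially expressed, contacts with active enhancers leaned to the population with the higher expression. The enhancer marks, which were those of each population, could also give this lean without a change of contacts. The mean of fetal minus adult contacts with bins active in the respective population was 0.218 at promoters of genes higher in fetal cells and -0.208 at those higher in adult cells in the first batch, a difference of 0.425 at percentile 99.6 of the shuffles. In the second batch the means were 0.256 and -0.193, a difference of 0.449 at percentile 100. For unmarked promoters the difference was 0.145, at percentile 89.5.

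The 19 promoters captured in both batches allowed a limited check of how population and batch compare. Lists of the same population from different batches shared 27.7% of their contacts in adult (23.6 to 32.2) and 28.4% in fetal cells (24.1 to 33.1). Lists of different populations from different batches shared 27.1% and 26.2%, and those of different populations within a batch 29.2% (first) and 39.5% (second). Across batches, 233 matches were to the same population and 224 to the other. Exchanging the populations promoter by promoter in all 524288 ways gave an exact two-sided p of 0.336, the only p-value computed here, so a population effect on which contacts recur was not detectable with these promoters. Of 92 contacts that were specific in the first batch and listed in both, 32 had the same class in the second batch (34.8%, 25.1 to 45.4), 37 were shared there and 23 had the opposite class. The log2 ratio of fetal to adult counts at the 185 contacts listed in both batches had a Spearman's rho of 0.325, beyond all 10000 shuffles. These contacts come from only 19 promoters and are not independent, so the shuffles overstate how firmly the ratio recurs. The SD across promoters of the log2 ratio of calls was 0.37 and 0.61 between populations within a batch, and 1.19 between batches in either population.

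**Figure D3:**
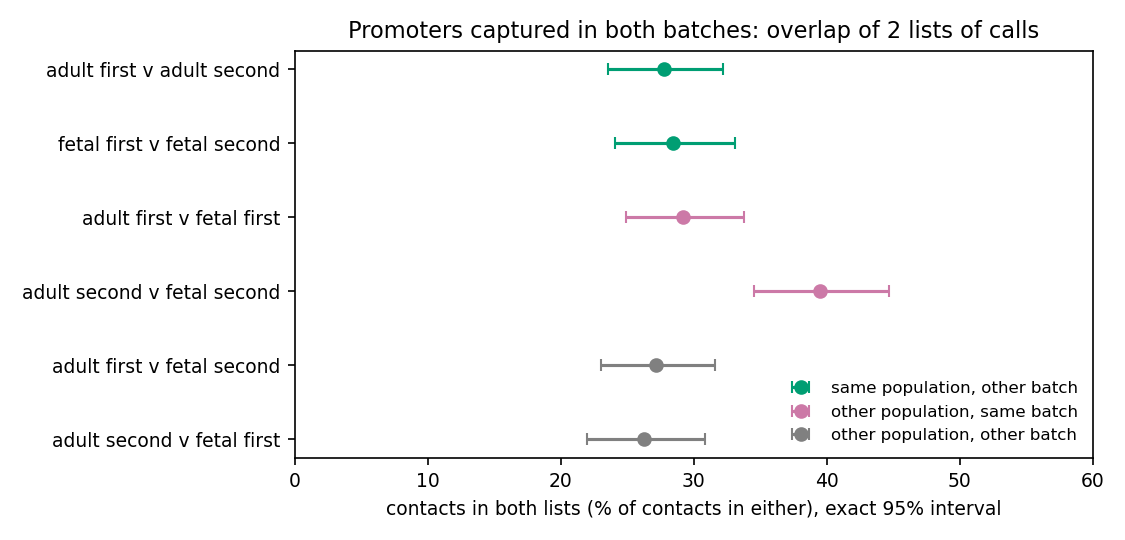
Share of contacts in both lists among contacts in either list (x axis, %, exact 95% intervals for counting error) for each pair of lists at the 19 promoters captured in both batches, coloured by whether population or batch was the same. Pairs of the same population from different batches lie at 27.7% and 28.4%, and the highest point is fetal against adult within the second batch, at 39.5%.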

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

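The test of recurrence in both populations and the comparison of direction were chosen after the counts had been seen, and the test of flanking calls before. Distances are undefined for contacts between chromosomes, so 1070 such contacts, at 620 promoters, stood outside the distance comparison. They are part of the call numbers, the overlap and the annotation shares above, where they were not looked at apart. They made up few of the contacts but 32.0% of fetal and 30.8% of adult counts over listed contacts in the first batch, and 14.9% and 15.1% in the second. Of these contacts 652 were called in both populations, 306 in fetal and 112 in adult cells only. Pisd-ps2 had 89 of them, an alternative Sfi1 promoter 59 and the Sfi1 promoter itself 32; these names were chosen after their values were seen. The highest count joined the Pisd-ps2 fragment (chromosome 17, 3082160 to 3084510) to a bin on chromosome 11 (3024001 to 3026001), with 143269 fetal and 161744 adult counts. All listed contacts of that batch, the first, had 1312829 fetal and 1098957 adult counts. The first-batch shares of 32.0% and 30.8% therefore rest in large part on this single contact, more so in adult cells.

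A difference between the fetal and adult populations does not account for the very high counts, since 95 of the 97 contacts with at least 1000 counts were called in both, and of all 1070 contacts 60.9% (57.9 to 63.9) were, against 30.3% of contacts within a chromosome beyond 20 kb. The contacts called in a single population leaned to fetal cells, however. Of these, 73.2% (68.7 to 77.4) were fetal-specific, against 52.8% within a chromosome beyond 20 kb, with 77.1% in the first and 65.2% in the second batch and 73.4% without the 3 promoters named above. The cause of this lean was not tested, and a difference between the populations stays open for it. Reads shared between near-identical sequence copies are a candidate explanation. If the copies were short, it would confine a contact to its bin and the direct neighbours. The prediction was that under 20% would have another called bin of the same promoter 4 to 20 kb away. Longer copies could also give such bins, so a higher share cannot argue against shared reads. The share among the 97 contacts with at least 1000 counts was 27.8% (19.2 to 37.9), against 93.9% for contacts within a chromosome that scored at least 10 in both populations and 48.1% for those with at least 1000 counts. The share lay above the 20% set in advance, with an interval that includes it. Over all 1070 contacts it was 17.4% (15.2 to 19.8), against 85.3% of contacts within a chromosome beyond 20 kb, which is in the direction that shared reads would give. Contacts within a chromosome sit in a denser background of calls, however, so shared reads and true contacts between chromosomes cannot be told apart here. Strain differences from the reference genome, and the authors' assignment of reads with several matches, were not tested.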

How the results depend on the processing

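Alternatives were fixed before the data were examined, except a score of at least 2 in the first batch as well, the limits of 60 and 150 kb on distance, and all alternatives of the enhancer odds ratio, of expression, of the fetal list and of promoter pairs, which were chosen after seeing the data. Where a value moved, the cause was not tested unless stated. Among the values that answer a comparison, 28 alternative values stayed within the interval of the reported value, 53 left it with the direction kept, and 6 changed direction.

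Of the changes of direction, 5 concern an excess of fetal contacts. With the stricter score the ratio of fetal to adult contacts was 0.974 in the first batch and 1.03 in the second, and the share of promoters with more fetal calls 45.2% and 50.7%. With equal list sizes that share was 47.3% and 48.9%, where the construction brings it near 50%. A score of at least 2 in the first batch gave a ratio of 1.02 and a share of 48.4%. Merging neighbouring bins raised the ratio to 1.19 and the share to 65.4% in the second batch. In numbers, the stricter score left 13279 fetal and 13628 adult calls in the first batch and 15765 and 15259 in the second, and merging left 16395 and 15425, then 11150 and 9351.

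The longer median distance of fetal calls kept its direction under every alternative run. The difference was 20.5 kb with equal list sizes and 21.6 kb as a median of promoter medians in the first batch, and 21.6 kb with the stricter score in the second. Over 60 kb it was 20.5 kb in the first batch and 7.86 kb in the second, and over 150 kb 2.34 and 4.18 kb. A limit also shifts the medians by its construction. The other alternatives stayed within the intervals.

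The share of contacts called in both populations followed the definition of a match. Fetal and adult shares rose to 63.4% and 66.9% (first batch) and 73.6% and 79.6% (second) within 5 kb, and to 81.2%, 83.5%, 86.8% and 91.9% within 20 kb. The reflected background was not taken at these tolerances, so how much of the rise is coincidence is unknown. A stricter score on the population's own list alone gave 58.2%, 60.8%, 67.5% and 70.3%. A stricter score on both lists gave 43.4% for fetal calls in the first batch, and 53.6% and 55.3% for fetal and adult calls in the second. Equal list sizes gave 41.1% for both populations in the first batch and 54.2% in the second. A score of at least 2 gave 41.6% for fetal calls. The excess of shared over specific scores was 0.58 (fetal) and 0.71 (adult) in the first batch and 1.07 and 1.09 in the second when bins within 5 kb counted as shared, down from 0.83, 1.09, 1.50 and 1.55.

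Calls at captured promoters rose with the window, by its construction. For fetal and adult calls of the first and then the second batch they were 6.72%, 8.31%, 8.87% and 9.43% at 2 kb, and 8.92%, 10.5%, 11.3% and 12.1% at 5 kb. The stricter score gave 7.54%, 9.47%, 9.85% and 10.4%. Adult shares stayed the higher in both batches.

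The enhancer odds ratio was 1.14 and 1.34 with open chromatin as the mark, 1.03 and 1.06 with active promoters, and 0.946 and 1.28 with primed enhancers, the former a change of direction. It was 1.67, 1.61 and 1.54 (first batch) or 2.24 and 2.39 (second) under the other alternatives. The rank correlation of expression with calls in the first batch changed sign around 0, at -0.02 with 1 promoter per gene. The median of the fetal list fell to 0.50 with 1 promoter per gene.

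No paired analysis was possible because the deposited columns carry no replicate number. For the same reason the planned count tests, their normalisation, filter and batch alternatives, and leaving out single libraries were not run. The HPC7 comparison was not run because every column of values used here belongs to fetal or adult HSCs. Depth limits the first batch most, where specific contacts rested on medians of 9 and 10 counts.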

Other observations

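Of the tests and comparisons below, the enhancer odds ratio within promoters and the distance limits, and the tests of promoter pairs by class, of short-range calls, of the fetal list and of shared biology in the count ratio were chosen after the result had been seen; the others were set before. For the count ratio, the criterion was also relaxed after the result was seen, from no shuffle as large to under 5% of shuffles as large. All were run on the data that raised the hypotheses.

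Contacts between captured promoters are listed from both ends, which gives a second measurement of the same pair. Of pairs captured in a single batch and specific at both ends, 392 of 465 (84.3%, 80.7 to 87.5) had the same class at both. For pairs whose ends were captured in different batches the share was 61.6% (93 of 151, 53.3 to 69.4), with a mean of 50.2% in shuffles. Sampling noise around the calling threshold alone would give 50% if the batches were independent samples, and the interval lies above that. Whether they are independent is not stated. The share therefore cannot exclude noise in material common to both batches, and the shuffles did not hold distance fixed. The margin is thin, since the interval reached below 50% with the stricter score (57.1%, 46.3 to 67.5) and with a score of at least 2 in the first batch (58.4%, 49.2 to 67.1), and neighbouring bins are not independent. The opposite extreme, that each specific call keeps its class at the other end, does not hold. Of 569 specific ends in pairs listed from both batches, the other end had the same class in 32.7% (28.8 to 36.7), and 267 were shared there. The batches differ in depth and calling score, so a stable difference can be called shared at the other end. These shares therefore do not exclude a stable difference behind each specific call. The lists may mix reproducible differences with threshold effects.

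The log2 ratio of fetal to adult counts at these pairs had a Spearman's rho of 0.66 within a batch and 0.17 between batches, where 0 of 10000 shuffles were as large. Pairs at neighbouring bins are not independent, which the number of shuffles does not reflect. A biological difference shared by the batches is a candidate explanation. A distance trend common to both batches would also give such a correlation, but with the medians of 50 kb distance classes removed rho was 0.16, with 1 of 10000 shuffles as large, so that trend is not the whole cause. Whether the batches used separate animals is not stated. The value within a batch can include ligation products read from both ends, so it does not measure reproducibility.

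The adult excess between 20 and 60 kb in the second batch may come from calling. Fewer fetal reads at these contacts would put the ratio of fetal to adult counts below 1. Over the listed contacts of that range it was 1.07 (bootstrap over promoters, 1.05 to 1.09), although 8775 of them were called in adult and 4503 in fetal cells, so a general shortage of fetal reads in that range is argued against. The adult-specific contacts themselves had a median log2 ratio of fetal to adult counts of -0.19, and of -0.58 beyond 60 kb, but they were selected by an adult call, which favours adult counts. The ratio beyond 60 kb was 1.15, and how the total depths of the libraries compare is unknown. A background of the authors' calling that differed between the populations at short range would leave adult-specific contacts with fetal counts close to or above the adult ones. Their share with a fetal count at least as high was 31.8%, against 4.70% beyond 60 kb, and 13.0% against 3.79% in the first batch. For fetal-specific contacts in the second batch the converse share was 0.206% at 20 to 60 kb. This is consistent with a population-specific background, with 31.8% as the deciding value, and part of the longer median reach of fetal contacts could share that origin, since the difference over 60 kb was 7.86 kb in the second batch, against 24.1 kb over all contacts. In the first batch adult-specific contacts stayed the more numerous up to 150 kb, with 3387 against 3089 at 100 to 150 kb, and the difference over 150 kb was 2.34 kb, against 24.3 kb. A true loss of short-range contacts in fetal cells, relative to the rest of their map, remains open and untested.

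Enhancer states that differ between the populations went with the class of specific contacts. If distance differences between the classes over all promoters were the cause, the odds ratio within distance classes would fall to about 1. With promoters pooled it was 1.56 (bootstrap over promoters, 1.31 to 1.86) in the first batch and 2.30 (1.81 to 2.89) in the second within classes of 10 kb, and the lowest bound over both batches and over classes of 10 and 50 kb was 1.31, so distance alone is argued against. The comparison within promoter and distance class together is open. None of the shuffles there (0 of 10000 in either batch) reached 1.58 or 2.19, but their medians were 1.28 and 1.64. The odds ratio within promoter and 50 kb class was 1.3 (0.875 to 2.0) over 284 informative contacts in the first batch and 1.12 (0.657 to 1.98) over 171 in the second. Open chromatin as the mark gave 1.11 (0.839 to 1.43) over 672 and 1.72 (1.27 to 2.37) over 487 contacts, above the active enhancer in the second batch, unlike in the pooled odds ratios. A joint effect of distance and promoter and an effect of the enhancer state cannot be told apart with so few contacts.

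Promoters of genes higher in fetal cells had more fetal than adult contacts at bins active in the respective population, in both batches. More contacts with active enhancers at the promoter of the more expressed gene would place the difference above the central 95% of shuffles in both batches, and the lower of the percentiles was 99.6. The difference could also come from the enhancer marks alone, with contacts that do not change. Counting only bins active in both populations, the difference was 0.125 at percentile 87.5 in the first batch and 0.114 at percentile 97.9 in the second, down from 0.425 and 0.449. At promoters of genes higher in fetal cells the mean of fetal minus adult contacts was then -0.0779 and -0.0143. At those higher in adult cells it was -0.203 and -0.128. No fetal excess of contacts remained at such bins. The batches fall on either side of the upper end of the central 95% of shuffles, so a gain of contacts and a gain of marks cannot be told apart with these lists. This restriction also leaves out the bins where a mark and a contact change together, so the drop does not measure what the marks contribute.

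The fetal list stood at percentile 99.8, in the direction that more fetal contacts at promoters of fetal regulators would give. It was 1 of 3 lists, Igf2 entered it with 3 promoters, several promoters had 5 calls or fewer, and 1 promoter per gene gave percentile 93.6, so the lists do not decide whether fetal regulators have relatively more fetal calls.

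The largest fetal counts without a fetal call were at Pisd-ps2, singled out after its values were seen. Its bins on chromosome 11 starting at 3022001 and 3024001 had 12332 and 143269 fetal counts with a fetal score of 0, against 6608 and 161744 adult counts with an adult call. They were the only 2 contacts with at least 1000 counts in a population where they were not called. Both are listed as adult-specific, and the reason was not tested. Whether a score of 0 at such high counts means that no contact was found, or an error of the scoring, is unknown. Their adult-specific class is therefore in doubt. Several of the highest counts join promoters of similar genes to each other, such as Hspa1b with the bin of Hspa1a 12.6 kb away (82322 fetal and 79835 adult counts) and Zfp758 with that of Zfp942 (48111 and 45854), where reads shared between copies were not tested apart from contacts.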
